A study of Homo sapiens with 8 samples. Its data were reported in "Pirin: a potential novel therapeutic target for castration‐resistant prostate cancer regulated by miR‐455‐5p" (2018).

How the data were processed

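RNA of 8 treated cultures and of mock-treated cells was hybridised to 8 two-colour Agilent expression arrays on 1 slide, read in 1 scan. Per the labels, mock RNA was labelled with Cy3 and treated RNA with Cy5 on every array, after amplification with a low-input kit. The groups were taken from the treatment in the labels, which gave 1 array to each of the 8 groups: bisamide for 24 h and for 48 h in PC3, miR-199-3p in C4-2, miR-125b-1-3p in PC3, miR-532-5p and miR-532-3p in 786-O, and miR-140-5p and miR-140-3p in T24. The labels list bisamide under transfection, although it is a small molecule. All arrays lay on the same slide, so no batch could be tested.

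Per the file headers, the authors read the slide with Agilent Feature Extraction 11.5.1.1, which gave the mean intensity of each spot and the median intensity of its local background in each channel, on a linear scale and not normalized. The deposited files also hold a log10 ratio of Cy5 over Cy3, which the scanner software made from background-subtracted, detrended and dye-normalized signals. The deposited series table was compared with that column and held the same log10 ratio on every array, with a largest difference of 0.0. Flags of the same software mark outlier spots, saturated spots and spots well above background. Coordinates in the files are those of GRCh37.

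The intensities were corrected with the normexp method of limma 3.58.1 in R 4.3.3, with an offset of 50, and normalized within each array by loess. The outcome is a log2 ratio of treated over mock RNA, computed here from the deposited intensities. Control spots were left out after the background correction. An array had 60901 spots of 58201 probes besides the controls. Outlier spots, 126 to 181 on an array, were left out, and the other spots of a probe were averaged. Each of 43317 genes was represented by the probe with the highest mean log2 intensity over both channels of the 8 arrays. Gene names are those of the array design. By accession, 21902 of the representing probes matched the RefSeq gene table of GRCh38.p14, which served for names only; among the genes named here or held in the lists, 1 symbol differed (NUPL2 on the array, NUP42 in the table).

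A gene was counted on an array when it was well above background in both channels and its log2 ratio was below −1.5 or above 1.5, the size that the study states for its arrays. With 1 array in each group no p-value was computed. A gene well above background in 1 channel alone was given a lower bound on its fold, from channel values after loess and Aquantile normalization. The bound sets the bright channel against the higher of the dim probe's own signal and the lowest signal among probes well above background. Where the probe's own signal is the higher, this equals the fitted ratio. Without dye swaps these bounds are open to dye bias. The number of arrays limits the precision of all values. Within an array, the only repeated measurement was of 300 probes with 10 spots each. Between arrays, mock signals of PC3, 786-O and T24 were read more than once, but no treatment had a second array.

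For a list of genes, the median log2 ratio was set beside the medians of 10000 random lists of the same size, drawn to match the list over 20 bins of mean intensity (seed 1). The percentile among them describes these arrays and is not a p-value. The heat stress list (95 symbols) used genes well above background in at least 1 channel, and the list of 11 downstream genes used all members. Pairs of arrays were compared by Pearson's and Spearman's correlation across genes well above background in both channels of both arrays. The value that a shared mock alone would give was simulated in 100 draws, with the spread between the PC3 mocks (0.24 on the log2 scale). Lists of 43 targets of the transcription factor ATF4, 18 endoplasmic reticulum chaperones and 16 direct targets of HSF1 were written from general knowledge after the extreme genes had been seen. Subsets of these, the 27 nuclear pore genes and the other 68 genes of the heat stress list, and 306 small nucleolar and Cajal body RNAs were also read.

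The genes named were set by a rule: PIR, ACTL8, HSF1, KLK3 and the 11 listed genes always; per array the 3 lowest and the 3 highest genes well above background in both channels whose symbol is not an unnamed transcript; and for the bisamide pair up to 5 genes per side past 1.5 on both arrays. The groups, comparisons, named-gene rule and processing alternatives were fixed before the data were examined, except where the text says otherwise. A further gene that the rule names is not reported here.

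The alternatives were plain background subtraction, no background correction, normexp with an offset of 0, median centring in place of loess, the scanner's own ratio, the deposited series table, other filters on dim probes, the mean over the probes of a gene, a threshold of 1.0, and each gene's ratio minus its median over other arrays. For a bisamide array the last of these used the 6 miRNA arrays. A planned comparison of genes with miRNA sites in their 3′UTR needed transcript sequences and was not made here. In its place, 7-base matches to miRNA positions 2 to 8 were sought in the 60-base probe sequences, an alternative chosen after seeing the data.

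The steps were tested on simulated data. With 200 changed probes on each array, the offset of 50 returned 0.70 to 0.81 of the true log2 change and put 54.5 to 69% of the changed probes past 1.5, with 0 unchanged probes past it. The offset of 0 returned 0.95 to 0.97 of the change and put 97.5 to 100% past 1.5, with up to 5 unchanged probes. The sign was right for 100% of the changed probes at both offsets. All planted changes were larger than 1.5 in size and lay in probes well above background in both channels. No dye effect of single probes was simulated, so these counts of unchanged probes do not give the false calls on the real arrays. A simulated shift of −0.1 in a random list of the size of the heat stress list gave percentile 0, and no shift gave percentile 86.2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the lists and comparisons, and matplotlib 3.10.9 for the figures.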

Results

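Gene expression was compared on 8 two-colour Agilent microarrays with 60-base probes, each hybridised with Cy3-labelled RNA of mock-treated cells and Cy5-labelled RNA of treated cells. Arrays of 2 kinds were made: PC3 cells given bisamide for 24 h or 48 h, and cells transfected with a microRNA (miRNA) strand. PC3 is a prostate cancer line. Bisamide is a small molecule that was described as an inhibitor of the stress pathway of HSF1 (heat shock factor 1) and as a ligand of PIR (pirin), an iron-binding nuclear protein. The 6 miRNA arrays were miR-125b-1-3p in PC3, miR-199-3p in C4-2, a prostate cancer line of the LNCaP lineage, miR-532-5p and miR-532-3p in 786-O, a renal cell carcinoma line, and miR-140-5p and miR-140-3p in T24, a bladder cancer line. Each of the 8 groups held 1 array and no array had its dyes swapped. There were therefore no replicates, no test was made, and the number of arrays limits the precision of every value. All values are log2 ratios of treated over mock RNA unless stated otherwise.

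Of 43317 genes on the array, between 15442 (miR-532-3p in 786-O) and 19241 (bisamide 24 h) were well above background in both channels. Between 56 and 457 genes were well above background in Cy3 alone, and between 2262 and 4073 in Cy5 alone. No spot was saturated. The median raw signal of an array lay between 22.7 and 24.9 in Cy3 and between 18.7 and 23.1 in Cy5. Repeated spots of 1 probe had a median SD of 0.039 to 0.053, which covers the spread within an array and not the spread between cultures.

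The mock channels were compared first, because they show whether the RNA goes with the cell line in the labels. Across genes, Cy3 signals of 2 arrays of the same line correlated with Pearson's r of 0.990 to 0.999 over 5 pairs. Arrays of different lines gave r of 0.872 to 0.928 over 23 pairs. Without the filter on dim probes the lowest r within a line was 0.993 and the highest between lines was 0.948. The prostate marker KLK3 (chromosome 19, 51363961 to 51364020, GRCh37) had a raw Cy3 signal of 13592 in the C4-2 mock and of 21.4 to 22.6 in the mocks of the other lines, where it was not well above background.

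The number of genes past a log2 ratio of 1.5 in either direction was counted on each array. Bisamide gave 2 lower and 13 higher genes at 24 h, and 1 lower and 6 higher genes at 48 h. Transfection of miR-199-3p gave 16 lower and 3 higher genes, miR-532-5p gave 14 lower and 2 higher, and miR-532-3p gave 22 lower and 1 higher. With miR-140-5p, 15 genes were lower and 10 higher. A single gene in each direction passed the threshold with miR-125b-1-3p and with miR-140-3p. The scanner's own ratio gave the most lower genes on each array, up to 149 with miR-532-3p. The most higher genes came from that ratio on 3 arrays, up to 111 with miR-532-5p, and from median centring on the other 5, with 70 at 24 h and 63 at 48 h of bisamide. The scanner's own ratio also gave more lower than higher genes with bisamide, 29 and 26 at 24 h and 34 and 22 at 48 h, and plain background subtraction gave 16 lower and 15 higher at 48 h. Median centring in place of loess exchanged the larger side on 3 arrays, giving 1 lower and 21 higher genes with miR-199-3p, 5 and 14 with miR-532-3p, and 1 and 77 with miR-140-5p.

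**Figure D1:**
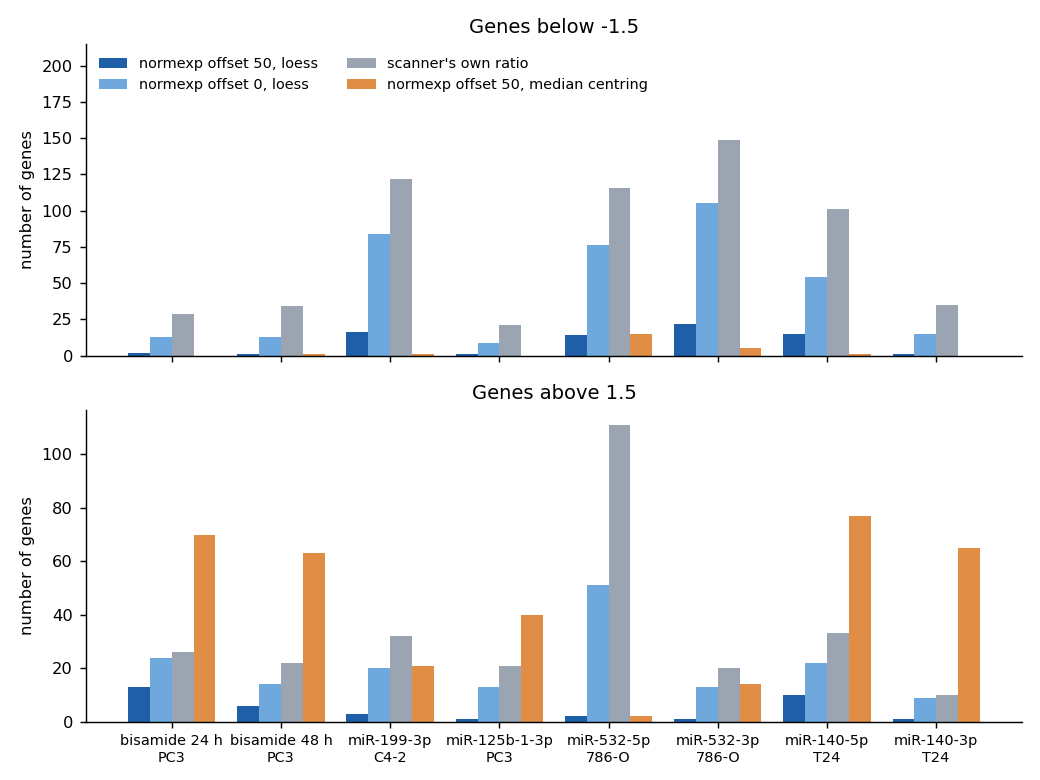
Number of genes with a log2 ratio below −1.5 (upper panel) or above 1.5 (lower panel) on each of the 8 arrays, with 1 bar for each of 4 ways of making the ratio. Lower genes with miR-532-3p numbered 22 with offset 50, 105 with offset 0, 149 by the scanner's own ratio and 5 with median centring.

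Among named genes well above background in both channels, the extremes of each array were as follows. At 24 h of bisamide, COLEC10, C1QTNF5 and BARX1-AS1 were lowest at −1.68, −1.59 and −1.38, and S100P, ASNS and CHAC1 were highest at 2.97, 2.79 and 2.63. At 48 h, C1QTNF5, RN7SL1 and MLLT11 were lowest at −1.93, −1.16 and −0.95, and S100P, CHAC1 and ASNS were highest at 2.83, 2.17 and 1.86. With miR-199-3p, AMZ2, CD151 and IDH1 were lowest at −2.01, −1.98 and −1.96, and RN7SL1, CAMK2N1 and S1PR3 were highest at 2.09, 1.56 and 1.39. With miR-125b-1-3p, C1QTNF5, HAX1 and HDGF were lowest at −1.75, −1.38 and −1.28, and FCGBP, SCARNA13 and SCARNA16 were highest at 1.46, 1.41 and 1.36. With miR-532-5p, SLC25A5, CD24 and MRPL18 were lowest at −2.75, −2.28 and −2.10, and HMOX1, HMGA2 and ANGPTL2 were highest at 2.74, 2.08 and 1.42. With miR-532-3p, NF2, PERP and HMGN1 were lowest at −2.10, −1.97 and −1.94, and HMOX1, TNFRSF10D and CDKN1C were highest at 2.60, 1.36 and 1.31. With miR-140-5p, COL4A2, SCARB2 and NCEH1 were lowest at −2.15, −1.98 and −1.97, and CSF3, ADAM8 and TGFBI were highest at 2.70, 1.96 and 1.88. With miR-140-3p, C1QTNF5, MARCKS and RRAS2 were lowest at −1.68, −1.42 and −1.33, and SCARNA14, HMGA2 and SNORA48 were highest at 1.53, 1.49 and 1.46. The probe of C1QTNF5 was below −0.5 on all 8 arrays.

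Genes measured in 1 channel alone have only a bound on their change. A bound over 1.5 on the log2 scale was reached by ACTL8 in Cy3 at 48 h of bisamide and with miR-140-5p, and by no gene in Cy5. With the bound lowered to 1.0, ACTL8 also passed at 24 h and with miR-125b-1-3p, miR-532-5p and miR-140-3p. At that size CYP26B1 was at least 2.05-fold lower with miR-199-3p, LINC00411 at least 2.57-fold higher at 48 h of bisamide, and MMP1 at least 2.32-fold higher with miR-140-5p.

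To find genes that fell at both times of bisamide, the arrays of 24 h and 48 h were compared. Across 18378 genes the ratios correlated with Pearson's r of 0.770 and Spearman's rho of 0.691. Genes are not independent replicates, and unchanged RNA against a shared mock gave a simulated r of 0.279. The other 27 pairs of arrays gave r of 0.0371 to 0.367. Of 140 genes past 0.5 in size on both arrays, 98.6% had the same sign, against 31.0 to 94.0% for the other pairs. The threshold of 1.5 was passed downward on both arrays by 1 gene and upward by 5. The scanner's own ratio moved the lower genes most, to 17, and median centring moved the higher genes and r most, to 38 and 0.921. The lower gene was C1QTNF5 (chromosome 11, 119209895 to 119209954), at −1.59 and −1.93. It had a median of −1.57 on the 6 miRNA arrays, with a range of −1.84 to −0.68. The named higher genes were S100P (chromosome 4, 6698819 to 6698878), CHAC1 (chromosome 15, 41248631 to 41248690) and ASNS (chromosome 7, 97481461 to 97481520). Their medians on the 6 miRNA arrays were −0.043, 0.26 and −0.45. The other 2 higher genes were the unnamed transcripts ENST00000511103, at 2.42 and 1.54, and ENST00000518311, at 2.60 and 1.82; both were named after their values were seen.

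**Figure D2:**
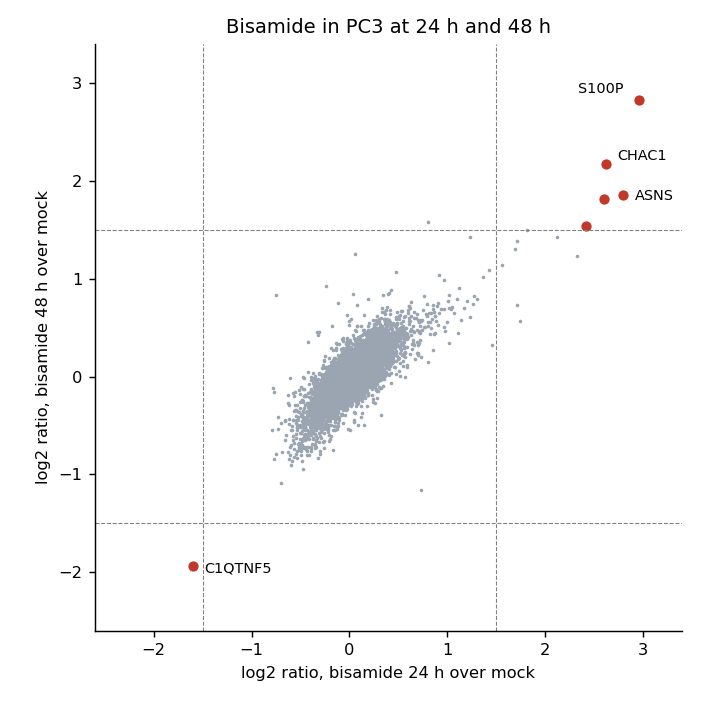
Log2 ratio of bisamide over mock at 48 h (vertical axis) against 24 h (horizontal axis) for 18378 genes well above background in both channels of both arrays, 1 point per gene. Red points are the 1 lower and 5 higher genes past 1.5 (dashed lines) on both arrays, of which the 2 without a name are unnamed transcripts.

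PIR, the gene of the protein that bisamide binds (chromosome X, 15403058 to 15403117), was at −0.45 at 24 h and −0.62 at 48 h. On the miRNA arrays it was at 0.12 with miR-199-3p, −0.30 with miR-125b-1-3p, −0.33 with miR-532-5p, −0.49 with miR-532-3p, −0.73 with miR-140-5p and 0.66 with miR-140-3p. With an offset of 0 PIR was at −0.47 and −0.65 on the bisamide arrays, and by the scanner's own ratio at −0.46 and −0.65. Among the settings tried for PIR, only median centring changed its sign there. It gave 0.34 and 0.16, while the median of all genes moved to 0.45 and 0.44. That setting leaves the trend of the ratio with intensity in place. The study reported that bisamide lowered PIR mRNA in PC3 cells, more so at higher concentrations. HSF1 (chromosome 8, 145538318 to 145538377) was at 0.034 at 24 h and 0.053 at 48 h. With median centring it was at 0.97 and 0.99.

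ACTL8, a gene that was placed downstream of PIR (chromosome 1, 18153390 to 18153449), was well above background in Cy3 alone on both bisamide arrays. It was at least 2.67-fold lower at 24 h and at least 3.21-fold lower at 48 h, with fitted values of −1.51 and −1.80. On the 6 miRNA arrays, which had no bisamide, the fitted values were −1.44 with miR-199-3p, −1.15 with miR-125b-1-3p, −1.03 with miR-532-5p, −1.54 with miR-532-3p, −1.96 with miR-140-5p and −1.42 with miR-140-3p. The probe was measured in both channels with miR-199-3p and with miR-532-3p. Across the 8 arrays its raw signal was 70.6 to 139 in Cy3 and 17.7 to 24.2 in Cy5. ACTL8 moved most with the scanner's own ratio, to −6.11 and −6.83. When the median of the 6 miRNA arrays was taken off, its values on the bisamide arrays were −0.074 and −0.36.

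**Figure D3:**
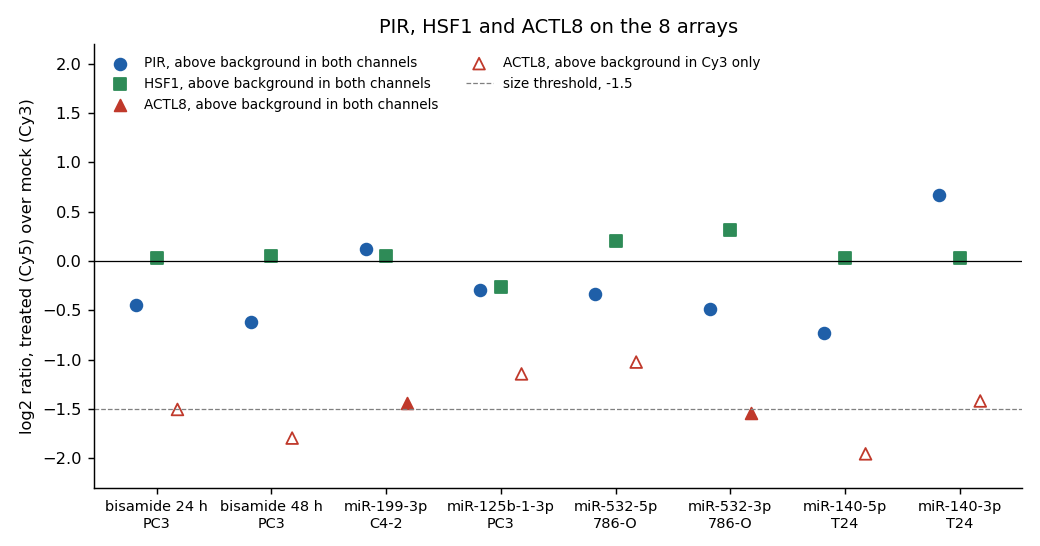
Log2 ratio of treated over mock RNA for PIR, HSF1 and ACTL8 on each of the 8 arrays, 1 point per gene and array; open points are values of a gene well above background in Cy3 alone. ACTL8 lay between −1.96 and −1.03 on all arrays, whereas PIR ranged from −0.73 to 0.66 in the ratios drawn here, and the sign of PIR on the bisamide arrays changed with median centring.

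A list of 11 genes had been chosen as downstream of PIR partly on the bisamide arrays, so its values there are not independent evidence. The list held ACTL8, SMAD1-AS1, C1QTNF5, XLOC_l2_007449, lnc-PLEKHA5-4, PDGFRB, lnc-SLC2A4RG-1, lnc-CHD9-5, lnc-GIP-2, SERPINA12 and LIN28A. Its median was −0.72 at 24 h and −0.45 at 48 h, below all of 10000 random lists of the same size matched on intensity. On the 6 miRNA arrays, which were not used to choose the list, the median was −0.37 to −0.71 and again below all random lists. Only 3 or 4 of the 11 genes were measured in both channels of an array. With the genes measured in Cy3 alone at their bound and the dimmer ones left out, the median was −0.76 over 8 genes at 24 h and −0.87 over 6 genes at 48 h. For 4 of the 5 genes at their bound at 24 h, and for 1 of the 2 at 48 h, the bound equalled the fitted value. The scanner's own ratio moved the list most, to −2.55 on both bisamide arrays and −2.57 for the miRNA arrays. Taking off the median of the other arrays left the list at −0.060 and −0.067 on the bisamide arrays. The median over the miRNA arrays changed sign in that setting, to 0.013.

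The heat stress list held 95 genes of a public pathway of the cellular response to heat, in which HSF1 takes part. Its median was −0.10 at 24 h over 89 genes and −0.069 at 48 h over 90 genes, below all of 10000 random lists on both arrays. Of its members 73.0% were below 0 at 24 h and 73.3% at 48 h, against 42.9% and 43.1% of all genes. On the miRNA arrays the list was at −0.054 with miR-199-3p (percentile 0.1 among the random lists) and −0.10 with miR-532-5p (percentile 0.37). With the other 4 miRNAs it was between −0.042 and −0.0024, at percentiles of 5.35 to 13.8. Median centring changed the sign of the list, to 0.57 at both times, and left it at percentiles of 0 and 0.08. After the median of the other arrays was taken off, the median over the 6 miRNA arrays also changed sign, to 0.031.

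**Figure D4:**
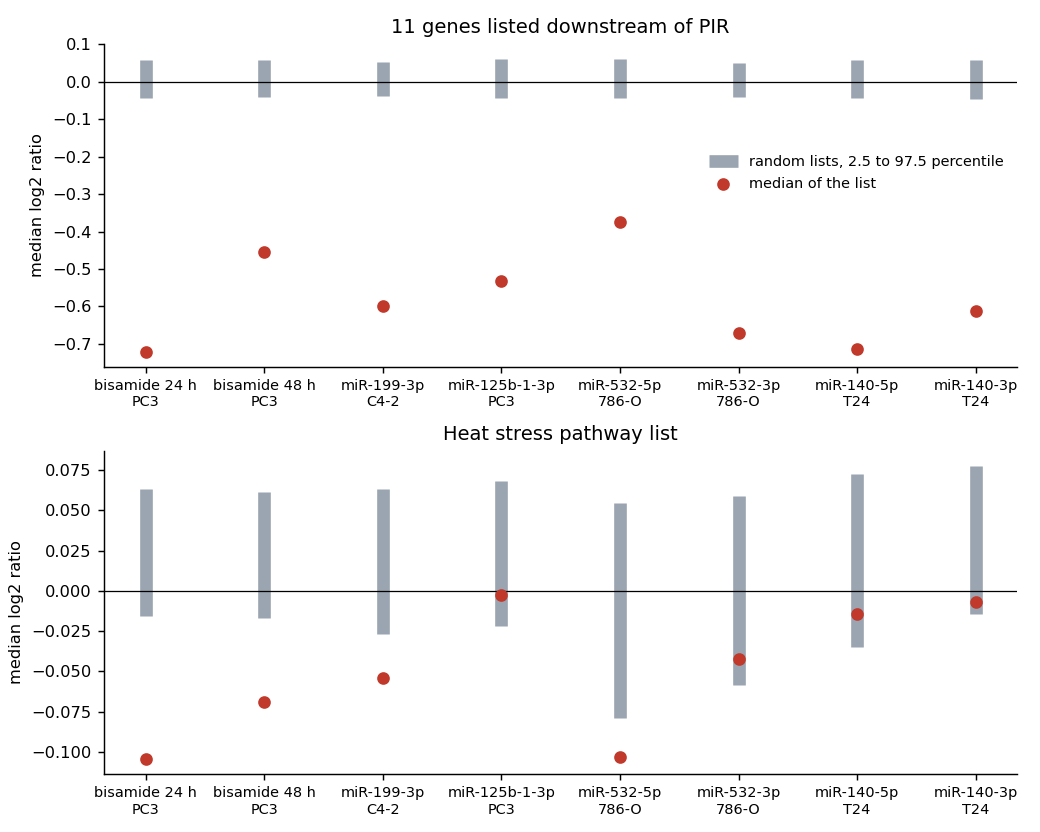
Median log2 ratio of the 11 genes listed downstream of PIR (upper panel) and of the heat stress list (lower panel) on each of the 8 arrays, as red points, with the range of 10000 intensity-matched random lists as grey bars that leave out 2.5% of the lists at each end. The 11 genes lay below the bar on all 8 arrays, and the heat stress list on both bisamide arrays and with miR-199-3p and miR-532-5p; with median centring its medians on the bisamide arrays were above 0, at 0.57.

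Both strands of miR-532 and of miR-140 were assayed in 1 line each, which allows the genes moved by both strands to be sought. The miR-532 arrays correlated across genes with r of 0.367, against 0.416 simulated for unchanged RNA with a shared mock. The miR-140 arrays correlated with r of 0.296, against a simulated 0.460. The simulation took its spread between cultures from the PC3 mocks (0.24), while the mocks of these pairs differed by 0.099 and 0.069. It held no miRNA effect, and changes brought by 1 strand alone lower r. An r below the simulated value therefore does not decide whether the strands moved the same genes. Past 1.5 on both arrays of a pair were no lower gene and 1 higher gene (HMOX1) for miR-532, and 1 lower gene (C1QTNF5) and no higher gene for miR-140. Median centring moved the miR-140 pair most, to r of 0.661 with no lower and 17 higher genes.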

Values the study reported

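Binding sites of miR-455-5p were reported for 3032 genes, and a log2 fold change under −1.5 after transfection of this miRNA narrowed them to 70. It listed PIR at −2.29 on the log2 scale in PC3 cells transfected with miR-455-5p. Those transfections are not among the arrays analysed here.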

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

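All tests in this part were chosen after the result was seen, and so were the size of 0.5 that singled it out and the pairing of the strands.

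PIR moved in opposite directions with both strands of miR-140 in T24 cells. It was at −0.73 with miR-140-5p and at 0.66 with miR-140-3p, a difference of −1.40 on the log2 scale. Each strand had 1 array, and the difference was not tested. The strands are different miRNAs with different seeds, so opposite directions are no contradiction between repeats. With median centring the values were −0.11 and 1.42, where the median of all genes moved to 0.35 and 0.45.

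A dye effect of the PIR probe would give the same sign on both arrays, and the value of 0.66 with miR-140-3p is against it as the whole cause. A difference between the mock channels is argued against by raw Cy3 signals of 565 and 533, whose log2 ratio is 0.085. The raw Cy5 signals were 535 and 1533. A difference between single cultures and an effect of the miRNA strands cannot be told apart with 1 array per strand. A rise of PIR brought by miR-140-3p, or a fall brought by miR-140-5p, may therefore be looked at again as a hypothesis, in further cultures with swapped dyes.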

How the results depend on the processing

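The alternatives below were planned before the data were examined, except those on seed matches in probe sequences, which were chosen after seeing the data. No paired analysis was possible because each group holds 1 array. The planned comparison of genes with seed sites in their 3′UTR was not run, with its alternatives (8mer sites, 7mer-A1 sites, matching on 3′UTR length, and sites in the coding sequence), since transcripts were not used here. The deposited series table equals the scanner's own ratio, so both gave the same values throughout and are given once. For changes with a setting the cause was not tested, unless it is named.

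The counts of genes past 1.5 changed with most settings. In the order bisamide 24 h, bisamide 48 h, miR-199-3p in C4-2, miR-125b-1-3p in PC3, miR-532-5p and then miR-532-3p in 786-O, and miR-140-5p and then miR-140-3p in T24, the main counts were 2, 1, 16, 1, 14, 22, 15 and 1 lower and 13, 6, 3, 1, 2, 1, 10 and 1 higher. With an offset of 0 they were 13, 13, 84, 9, 76, 105, 54 and 15 lower and 24, 14, 20, 13, 51, 13, 22 and 9 higher. With plain subtraction they were 16, 16, 88, 12, 75, 110, 62 and 17 lower and 24, 15, 24, 18, 51, 14, 23 and 9 higher. With the scanner's own ratio and the series table they were 29, 34, 122, 21, 116, 149, 101 and 35 lower and 26, 22, 32, 21, 111, 20, 33 and 10 higher. With no background correction they were 3, 2, 40, 1, 24, 45, 26 and 4 lower and 15, 10, 7, 6, 10, 4, 14 and 5 higher. With median centring they were 0, 1, 1, 0, 15, 5, 1 and 0 lower and 70, 63, 21, 40, 2, 14, 77 and 65 higher. With the threshold at 1.0 they were 3, 4, 84, 12, 70, 85, 57 and 15 lower and 35, 18, 18, 21, 55, 14, 21 and 16 higher. The offset adds a constant to both channels and so draws ratios of dim genes toward 0 by construction; on simulated arrays it returned 0.70 to 0.81 of the true change. The lower threshold admits more genes by construction. The mean over the probes of a gene moved 2 counts by more than 1.5 times, both with miR-532-5p, to 8 lower and 1 higher. Taking off the median of the other arrays moved 4 counts by that much: lower genes at 24 h to 1 and with miR-532-5p to 9, and higher genes with miR-125b-1-3p to 2 and with miR-140-3p to 0. Counting genes well above background in at least 1 channel, or all genes, raised lower genes at 24 h to 3, at 48 h to 2 and with miR-140-5p to 16. Of 176 counts under the alternatives, 64 stayed within 1.5 times the main count.

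The share of lower genes among those past 1.5 was, in the same order, 13.3, 14.3, 84.2, 50, 87.5, 95.7, 60 and 50% in the main setting. It was 35.1, 48.1, 80.8, 40.9, 59.8, 89.0, 71.1 and 62.5% with an offset of 0, 40, 51.6, 78.6, 40, 59.5, 88.7, 72.9 and 65.4% with plain subtraction, 16.7, 16.7, 85.1, 14.3, 70.6, 91.8, 65.0 and 44.4% with no background correction, and 52.7, 60.7, 79.2, 50, 51.1, 88.2, 75.4 and 77.8% with the scanner's own ratio. With median centring it was 0, 1.56, 4.55, 0, 88.2, 26.3, 1.28 and 0%. Median centring leaves the trend of the ratio with intensity in place, and moved the median of all genes well above background to 0.45, 0.44, 0.30, 0.42, −0.033, 0.17, 0.35 and 0.45; a change under that setting is to be read against these shifts.

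For the bisamide pair, with 1 lower gene, 5 higher genes and r of 0.770 in the main setting, plain subtraction gave 11 lower, 9 higher and r of 0.645, an offset of 0 gave 8 lower, 9 higher and r of 0.652, median centring gave 0 lower, 38 higher and r of 0.921, and the scanner's own ratio and the series table gave 17 lower, 14 higher and r of 0.625. Lower genes numbered 2 both with at least 1 channel above background and with no filter, and 0 with the median of the miRNA arrays taken off. Higher genes numbered 8 with no background correction, 3 with the mean over probes, 14 at a threshold of 1.0, and 8 with the median of the miRNA arrays taken off. The correlation stayed between 0.625 and 0.921 over all settings.

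PIR changed sign on the bisamide arrays with median centring, to 0.34 at 24 h and 0.16 at 48 h, both below the shifted median of all genes. With the median of the miRNA arrays taken off it was at −0.13 and −0.30. ACTL8 stayed below 0 in every setting at both times: no background correction gave −2.67 and −3.04, an offset of 0 −4.39 and −5.11, median centring −1.27 and −1.53, the scanner's own ratio and the series table −6.11 and −6.83, the mean over probes −0.78 and −0.87, and the median of the miRNA arrays taken off −0.074 and −0.36. Its Cy5 signal was at the background, where the size of a log ratio follows the offset by construction. HSF1 rose with median centring to 0.97 and 0.99, and at 48 h was at 0.011 with the mean over probes. PIR with miR-140-5p was at −0.80 with no background correction, −0.82 with an offset of 0, −0.81 by the scanner's own ratio and the series table, −0.11 with median centring and −0.40 with the median of the other arrays taken off. With miR-140-3p it was at 1.42 with median centring and 1.11 with the median of the other arrays taken off.

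The 11 listed genes, at −0.72, −0.45 and −0.61 (24 h, 48 h and the median of the 6 miRNA arrays), were at −1.31, −1.06 and −1.31 with no background correction, −2.11, −1.92 and −2.09 with an offset of 0, −0.57, −0.37 and −0.52 with median centring, and −2.55, −2.55 and −2.57 by the scanner's own ratio and the series table. The mean over probes gave −0.36 at 24 h and −0.34 for the miRNA arrays. With the median of the other arrays taken off they were at −0.060 and −0.067 with bisamide and 0.013 on the miRNA arrays, a change of sign that removing a shared value brings by construction.

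The heat stress list, at −0.10, −0.069 and −0.028 in the same order, was at −0.15, −0.11 and −0.057 with an offset of 0 and, for bisamide, at −0.15 and −0.12 by the scanner's own ratio and the series table. Median centring changed the sign of all 3 values, to 0.57, 0.57 and 0.44, with percentiles of 0, 0.08 and 22.7 among random lists that shifted with it. With the median of the other arrays taken off the list was at −0.046 and −0.049 with bisamide and changed sign on the miRNA arrays, to 0.031. Of 27 values of this list under the alternatives, 14 stayed within 1 SD of the random lists.

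For the miR-532 strands r was 0.252 with median centring and 0.260 with the median of arrays of other lines taken off. Genes past 1.5 on both arrays numbered 2 higher with median centring, and 4 lower and 5 higher with an offset of 0. For the miR-140 strands r was 0.661 with median centring. Lower genes on both arrays numbered 0 with median centring, 5 with an offset of 0 and 0 with the median of arrays of other lines taken off, and higher genes numbered 17 with median centring. The other 8 of 18 values stayed near the main ones. Among genes measured in 1 channel, a bound of 1.0 gave 1 gene in Cy3 alone at 24 h, with miR-140-3p, with miR-199-3p, with miR-532-5p and with miR-125b-1-3p, and 1 gene in Cy5 alone at 48 h and with miR-140-5p, where a bound of 1.5 gave 0; a lower bound admits more genes by construction. Mock correlations moved little without the filter, to 0.993 within a line at the lowest and 0.948 between lines at the highest. Of 24 values of seed matches in probe sequences, 19 moved by more than 1 SD of the random lists and 5 did not; the lists of all miRNAs but miR-125b-1-3p stayed below random lists in every setting, at percentiles of at most 1.51.

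Signal over background limits what these arrays can show. Between 20495 and 25354 genes of an array were above background in neither channel. A change of a dim gene is drawn toward 0 by the offset of 50, and without the offset its size rests on the background estimate.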

Other observations

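The tests of this part were chosen after the result was seen, and the lists of ATF4 targets, of endoplasmic reticulum chaperones and of direct HSF1 targets were written after the extreme genes of each array were known. For the ATF4 and chaperone lists, what each explanation would give was written down before the values of those 2 lists were computed.

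ACTL8 was lower in Cy5 on all 8 arrays, in 4 cell lines and with 7 different treatments. A loss of ACTL8 RNA brought by bisamide alone would leave the 6 miRNA arrays near 0, but the highest value among them was −1.03. A Cy3 signal of this probe that all arrays share would give a like fall everywhere, and the median of the 6 miRNA arrays was −1.43, against −1.51 and −1.80 with bisamide. A second ACTL8 probe was well above background in Cy5 alone on all 8 arrays, at −0.048 to 0.11. It showed no like fall, but its signal lay near the background in both channels, so it does not decide. A fall that any treatment brings cannot be told apart from a dye effect, because 0 arrays had swapped dyes. The same question is raised by the 4 probes that were below −0.5 on all 8 arrays, which were lnc-SLC2A4RG-1, SMAD1-AS1, C1QTNF5 and ACTL8. All 4 belong to the 11 genes listed downstream of PIR, and 0 probes were above 0.5 on all arrays. By the scanner's own ratio 9 probes were below −1.5 on all 8 arrays and 0 were above 1.5.

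The 11 listed genes as a set lay below all random lists on each miRNA array, where the highest percentile was 0. A Cy3 signal of these probes that all arrays share may therefore explain most of their fall with bisamide. Whether bisamide had an effect on top of that cannot be told apart from the spread between arrays. With the shared part taken off, the list stood at −0.060 and −0.067 with bisamide, at percentiles of 1.61 and 0.64, but the lowest of the 6 miRNA arrays, miR-140-5p, stood at −0.11 and percentile 0.02.

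Probes rich in G were low in Cy5. The 7-base sequence GGTGGGG ranked lowest of all 7-base sequences on 5 of the 8 arrays, and probes with a run of 4 G lay below 2.5% of 1000 random lists of the same size on 8 of 8 arrays. Their medians were −0.030 to 0.012, against 0.017 to 0.025 for random lists. A dye effect that depends on probe sequence is a candidate explanation. No biological explanation was tested.

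The heat stress list was low on both bisamide arrays. With the median of the 6 miRNA arrays taken off, the list was at −0.046 at 24 h and −0.049 at 48 h, at percentiles of 0.72 and 0.36. The miR-532-5p array, which had no bisamide, was at −0.057 in that setting, but its random lists were at −0.029 and the list at percentile 16.04. Measured from its random lists, the list was at −0.051 and −0.056 with bisamide, and between −0.028 and 0.042 on the 6 miRNA arrays. From each miRNA array the median of all other arrays was taken off, bisamide included, which can raise its value. Part of this gap is therefore built in. In the main setting miR-199-3p and miR-532-5p were also low, at percentiles of 0.1 and 0.37, and the other miRNA arrays at 5.35 to 13.8. The low bisamide percentiles, with only miRNA arrays taken off, argue against a gene-specific dye effect of equal strength on all arrays as the whole cause. A dye effect that differs in strength between arrays stays open. A fall of direct HSF1 target genes is a candidate explanation at 24 h, where their median was −0.29 and their percentile 0 in all 4 settings tried (offset 50, offset 0, median centring, and the median of the other arrays taken off). The sign was positive with median centring, at 0.51, where random lists rose more. At 48 h the HSF1 targets were at −0.10, with percentiles from 2.25 to 4.66 over the same settings, and the test does not decide. On the miRNA arrays they were at percentiles of 4.47 to 66.7 in the main setting, and with an offset of 0 at 1.84 with miR-199-3p and 1.06 with miR-532-5p; with median centring miR-199-3p was at 1.72. Of the 16 HSF1 targets 10 are in the heat stress list; the other 6 were at percentile 0.08 at 24 h and 4.77 at 48 h, and at 1.49 with miR-199-3p, which had no bisamide. Whether nuclear pore genes alone, 27 of the 95, carry the fall cannot be told apart. The other 68 genes were at percentiles of 0 and 0.35 in the main setting. With the shared part taken off they were at 2.96 and 9.37, and with median centring at up to 10.02. The nuclear pore genes were at 0.1 and 0.25 in the main setting, and at 8.96 and 0.56 with the shared part taken off. In that last setting the other 68 genes had the lower percentile at 24 h, and the nuclear pore genes at 48 h.

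ASNS, CHAC1 and TRIB3 were high with bisamide; TRIB3, at 2.33 and 1.23, was named after its values were seen. The median of the 3 genes was 2.63 at 24 h and 1.86 at 48 h. A gene-specific dye effect that all arrays share would raise them elsewhere, but the highest median of the 3 on a miRNA array was 0.078. All 3 are targets of ATF4, the factor of the amino acid and integrated stress response. Of 43 other ATF4 targets 42 were measured with bisamide. Their medians were 0.88 and 0.57, at percentile 100 on both arrays and in all 4 settings, and random lists gave 0.025 and 0.022. On the miRNA arrays the same list was at percentiles of 0 to 14.8, with a median of −0.28 with miR-199-3p. None of the 43 genes is in the heat stress list. The values go with an ATF4 response to bisamide, which remains a hypothesis from 2 arrays that share a cell line. The labels give no dose, and the study reported that bisamide slowed proliferation more at higher concentrations. A direct response to bisamide was not told apart from one that follows the loss of growth. A general endoplasmic reticulum stress response would raise the 18 chaperones of that compartment, 1 of them in the heat stress list. They were at −0.039 and −0.14, at percentiles of 13.04 and 0.17, which argues against it; with median centring they were above 0 but below most random lists, at percentiles of 1.05 and 0.19.

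Small nucleolar and Cajal body RNAs were among the highest genes with miR-140-3p. The class of 306 RNAs, none in the heat stress list, was at percentiles of 99.9 to 100 on all 8 arrays, with medians of 0.052 to 0.17, the highest with miR-140-3p. With median centring it was inside the random lists with miR-125b-1-3p, at 44.87, and at 48 h of bisamide, at 93.62. A dye effect of these probes that all arrays share is argued against as the whole cause with miR-140-3p, where the class stayed at percentile 100 and a median of 0.073 after the median of the other arrays was taken off. The rise was not confined to that miRNA: miR-140-5p in the same line was also at percentile 100 in that setting, at a median of 0.051. A dye effect that differs in strength between arrays stays open. A difference in RNA handling cannot be told apart from an effect of the miRNA, with 0 second extracts of a culture.

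Seed matches were sought in probe sequences, because transcripts were not used here. A probe covers 60 bases of a transcript, so most sites in a transcript are missed. Probes with the site ACTACTG of miR-199-3p ranked lowest of 14098 7-base sequences on its own array, and probes with AAGGCAT of miR-532-5p ranked lowest of 14007. The sites GTGGGAG of miR-532-3p and AACCACT of miR-140-5p both ranked at 11, and CTGTGGT of miR-140-3p ranked at 289. With an offset of 0 the first 4 sites ranked at 4, 1, 22 and 58, and by the scanner's own ratio at 6, 1, 23 and 157, while the miR-140-3p site ranked at 1055 and 2182. The percentiles of these 5 lists on their own arrays were 0, 0, 0, 0.01 and 0.12. The exception was TAACCCG of miR-125b-1-3p, held by 11 probes, at percentile 67.0. The 3 lowest probes' genes with a site were lnc-DNASE1L3-1, TCTEX1D2 and TSPAN3 with miR-199-3p, at −2.18, −1.58 and −1.43, and MET, POLR2H and PYCR1 with miR-532-3p, at −1.65, −1.38 and −0.86. With miR-532-5p they were C11orf31, MRPL12 and ATP13A3, at −1.97, −1.07 and −1.01, and with miR-140-5p TFPI, PPP1CB and SMARCC2, at −1.70, −0.80 and −0.64. With miR-140-3p they were NEURL3, KIAA1147 and BCAS2, at −1.04, −0.80 and −0.76, and with miR-125b-1-3p HDAC5, DNAH10 and KIFC2, at −0.13, −0.064 and −0.012.

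A dye effect of probes that hold the 7-base site would lower them on the other arrays too. For the sites of miR-199-3p, miR-532-5p, miR-532-3p and miR-140-5p, 4 of 28 pairs with another array were below 2.5% of random lists, which argues against such an effect shared by all arrays as the whole cause. Those 4 pairs were the miR-532-5p site with bisamide, at 0.45 and 1.33, and the miR-532-3p site with miR-125b-1-3p and miR-140-3p, at 1.53 and 2.1. After the median of the other arrays was taken off, the sites of the 4 named miRNAs ranked among the lowest 3 sequences on their own arrays, and that of miR-140-3p ranked at 4. With an offset of 0, the differences of the 5 lists from random lists were −0.29, −0.35, −0.26, −0.15 and −0.070. These values are consistent with a lower level of transcripts that carry a site for the transfected miRNA, for 4 of the 6 miRNAs. For miR-532-3p a dye effect of G-rich probes that is stronger on its array cannot be told apart from it. Probes with a run of 4 G had their lowest median on that array, at −0.030. With such probes left out and random lists matched on the number of G, the site was at percentile 0 in 4 settings. Among 42 sequences of the same 7 bases, however, it ranked at 2 in the main setting and at 4 with an offset of 0 and by the scanner's own ratio. It ranked at 1 with the median of the other arrays taken off. For miR-140-3p a lower level cannot be told apart from chance among sites, because the rank ran from 4 to 2182 over 5 settings. Its site was high with bisamide, at percentiles of 99.92 and 99.99. With the median of the miRNA arrays taken off it was at 92.3 and 96.7, no longer above 97.5% of random lists. A part that the arrays share may therefore account for some of it, and no other explanation was tested.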
